# STOX1 Overexpression in Choriocarcinoma Cells Mimics Transcriptional Alterations Observed in Preeclamptic Placentas

**DOI:** 10.1371/journal.pone.0003905

**Published:** 2008-12-11

**Authors:** Virginie Rigourd, Caroline Chauvet, Sonia T. Chelbi, Régis Rebourcet, Françoise Mondon, Franck Letourneur, Thérèse-Marie Mignot, Sandrine Barbaux, Daniel Vaiman

## Abstract

**Background:**

Mutations in STOX1 were proposed to be causal for predisposing to preeclampsia, a hypertensive disorder originating from placental defects, affecting up to 10% of human pregnancies. However, after the first study published in 2005 three other groups have dismissed the polymorphism described in the first paper as a causal mutation.

**Methodology and Principal Findings:**

In the present study, we have produced a choriocarcinoma cell line overexpressing STOX1. This overexpression results in transcriptional modification of 12.5% of the genes, some of them being direct targets as shown by chromatin immunoprecipitation. STOX1 overexpression correlates strongly and specifically with transcriptomic alterations in preeclamptic placentas (r = 0.30, p = 9.10^−7^). Numerous known key modulators of preeclampsia (such as Endoglin, Syncytin, human chorionic gonadotrophin -hCG-, and Glial Cell Missing Homolog -GCM1-) were modified in these transformed choriocarcinoma cells.

**Conclusions:**

Our results contribute to reconcile contradictory data concerning the involvement of STOX1 in preeclampsia. In addition, they strongly suggest that anomalies in *STOX1* expression are associated with the onset of preeclampsia, thus indicating that this gene should be the target of future studies. Our cellular model could constitute an invaluable resource for studying specific aspects of this human disease.

## Introduction

Mutations in *STOX1* were proposed to be causal for predisposing to preeclampsia [1], a hypertensive disorder originating from placental defects affecting up to 10% of human pregnancies [2]. However, three recent studies have shown that the polymorphism described in the first paper as a causal mutation is widely shared by non-preeclamptic women from various populations [3]–[5]. One of the specific features of *STOX1*, as depicted in the primary study, was its allele-specific expression from maternal alleles, since the authors showed that *STOX1* mRNA was absent in hydatiform moles, which are exclusively of paternal origin [1]. This discovery is in concordance with the idea that imprinted genes may be particularly involved in preeclampsia [6]. However, this observation was challenged by the recent results of Iglesias-Plata and co-workers, which showed by the analysis of SNPs present in *STOX1* ORF, that *STOX1* is rather bi-allelically expressed in the placenta, as well as in other tissues [4]. In the present study, we show in a cellular model that STOX1 overexpression reproduces the transcriptional effects of preeclampsia in the human placenta.

## Results

We stably transfected *STOX1* ORF under the control of the CMV promoter in the JEG-3 choriocarcinoma cell line. The choice of this cell line was dictated by two considerations; first of all, a transformed line is a tool that can be kept and used by several teams; second, JEG-3 cells are considered as a good model for trophoblasts, and have been used in numerous studies on this topic. Interestingly, JEG-3 cultures release human chorionic gonadotrophin, human placental lactogen, progesterone, and are able to transform steroid precursors into estrone and estradiol. They have been profusely used to investigate molecular aspects of trophoblast function.

Nine stable clones expressing STOX1 were obtained, with overexpressions ranging from 2 to 30 fold, as shown by qRT-PCR. Total RNA was prepared from the AA6 cell line (overexpressing STOX1 30 times) and the BD3 cell line (stably transfected with the empty pCMX vector). mRNAs were used as templates to label cDNA that was hybridized to Affymetrix arrays (u133 2.0) encompassing 53,000 human transcripts. 

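The STOX1 transcript itself was read by 2 probe sets, each a group of short probes against the same transcript. They had signals of 8.18 and 8.14 in AA6 and of 6.18 and 22.5 in BD3, in the same order. These 4 signals lie below the detection level of 24.1 used here, so no ratio is given. Where the probes lie relative to the transfected open reading frame is not given in the sources used here, and a probe set in an untranslated region would miss the transfected transcript, so the arrays do not check which clone carries STOX1. The paper's qRT-PCR, which selected the clones, puts the overexpression in AA6.
The array data are 1 Affymetrix U133 Plus 2.0 array of RNA from AA6 and 1 of RNA from BD3, both clones of JEG-3, a human choriocarcinoma cell line with trophoblast features. There was no replicate of either clone, so no difference between the arrays has a replicate check, and on these arrays alone a difference between the 2 clones cannot be told apart from an effect of STOX1. For 13 genes the paper also compared 4 lines overexpressing STOX1 by qRT-PCR, and reports similar alterations. The platform labelled and scanned the samples and normalized the data, and the deposited values are its MAS5 signal intensities on a linear scale, without detection calls. Leaving out 62 control probe sets, 54613 probe sets remained, with a median signal of 12.8 in AA6 and 13.5 in BD3. The ratio AA6 over BD3 was taken on the deposited signals, with no further scaling, and its log2 had a median of -0.06 over the detected probe sets.
The control probe sets of the arrays read as follows. The hybridization controls, added after labelling, had a median ratio AA6 over BD3 of 1.03. The poly-A controls, spiked in before labelling, had a median log2 ratio of -0.33 at their 3′ ends, -0.46 in the middle and -0.75 at their 5′ ends. The 3′ signal of ACTB, the gene of beta-actin, was 2.11 times its 5′ signal in AA6 and 1.62 times in BD3, while for GAPDH it was 1.03 and 1.02 times. The 3 probe sets for 18S ribosomal RNA were higher in AA6, with a median ratio of 3.70.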

The results have been deposited as a GEO dataset, with the accession number GSE13475. Among the 53,000 transcripts, 22,980 were expressed at a sufficient level to allow their detection and analysis. 

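Among the markers of cell types, 17 genes of trophoblast identity and 14 genes of extravillous trophoblast were detected. HLA-G, the class I antigen of invasive trophoblast, had a signal of 1313 in AA6 and 1354 in BD3. Of the markers of other cell types, 2 leukocyte, 3 erythroid, 3 fibroblast and 4 endothelial genes were detected. The endothelial cadherin CDH5 was at 341 in AA6 and 161 in BD3, and TWIST1, a transcription factor of mesenchyme, had a log2 ratio of 1.75. HAND1, a transcription factor of trophoblast identity, was at 604 in AA6 and 1762 in BD3, and PLAC8, a gene of extravillous trophoblast, at 295 and 52.3. The median log2 ratio of each of these lists lay between the 1st and the 99th percentile of random lists of the same size matched on signal. The endothelial list came nearest to that limit, with 3 of its 4 genes at a ratio of at least 2 (2 by lower bound) and a median of 1.08, at the 98.8th percentile, and it lay above the 99th with no detection filter and with an offset of 50 added to both arrays.
Since the deposited signals carry no detection calls, the 22980 probe sets with the highest larger value of the 2 arrays were taken as detected, the number that the paper gives. The lowest of these larger values, 24.1, is the detection level. Of the 54613 probe sets, 20910 reached it in AA6 and 21344 in BD3. The detected probe sets with 1 gene symbol stand for 10909 genes, each represented by its brightest detected probe set. Counts at 2-fold use the deposited ratios, also where 1 array lies below the detection level. A count by lower bound is what remains when that array is raised to the level.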

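Among the genes highest in AA6 relative to BD3 were the lipid mediator enzymes ALOX5 and PTGDS, the latter at 1179 in AA6 and 117 in BD3, the calcium-binding protein S100A4 (412 and 37.5), the arrestin-domain gene ARRDC3 (594 and 63.4), the Notch target HEY1 (1736 and 227), the death ligand TNFSF10 (1160 and 164) and ALDOC, a glycolytic aldolase. SLC1A6, a glutamate transporter, was at 115 in AA6 and below the detection level in BD3, at least 4.76-fold higher, GDPD2 was at least 5.72-fold higher and SFXN3 at least 5.19-fold higher. Lowest in AA6 were ANXA3, an annexin, at least 23.1-fold lower, ARMCX6 (26.3 in AA6 and 570 in BD3), TNFAIP2 (25.9 and 225), NLRP7 (359 and 2994), FSCN1, the actin bundling protein fascin (349 and 2496), RAB38 (27.6 and 144) and EPOR, the erythropoietin receptor (26.8 and 139). The host gene MIR99AHG was at least 6.67-fold lower, NSG1 at least 7.49-fold and TCEAL7 at least 10.7-fold.
By group, 5 of 18 detected genes of cholesterol synthesis were at least 2-fold higher in AA6 and none was 2-fold lower. HMGCS1, the synthase that opens the pathway, had a log2 ratio of 1.22 and the cholesterol carrier STARD4 1.23, and the median of the list was 0.36. Of 16 amino acid transporters, 5 were at least 2-fold lower and 2 at least 2-fold higher, with SLC7A8 at -1.67 and SLC7A2 at 1.71. SLC6A6 was at -1.44 in its brightest probe set, and 1 of its 4 detected probe sets was higher in AA6. The median of the transporters was -0.77. The 75 detected genes of the mitochondrial ribosome had a median of -0.38, with 67 of them below 0. Of 16 antioxidant genes, many of them targets of NRF2, 4 were at least 2-fold lower, among them NQO1 (342 in AA6 and 1716 in BD3) and the heme oxygenase HMOX1 (686 and 2564), and the cystine transporter SLC7A11 was at least 4.01-fold higher. The medians of cholesterol synthesis, the transporters and the mitochondrial ribosome lay outside the 1st to 99th percentile of 10000 random lists matched on signal, and that of the antioxidant genes, -0.23, did not, except with the brightest 11490 probe sets alone.
In total, 1678 of 22980 detected probe sets had a ratio of at least 2 and 1802 a ratio of at most 0.5, together 15.1%. Among the dimmest 5745 of the detected probe sets 26.0% were past 2-fold, and among the brightest 5745 it was 7.54%. By lower bound the counts were 1001 and 962, and with an offset of 50 added to both arrays they were 270 and 252. Between detected probe sets of the same gene the log2 ratio had a median SD of 0.31 over 5118 genes. In 3090 of these genes (60.4%) all detected probe sets went the same way. This SD leaves out any difference between cultures and takes in differences between the transcripts that the probe sets of a gene read.

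**Figure D1:**
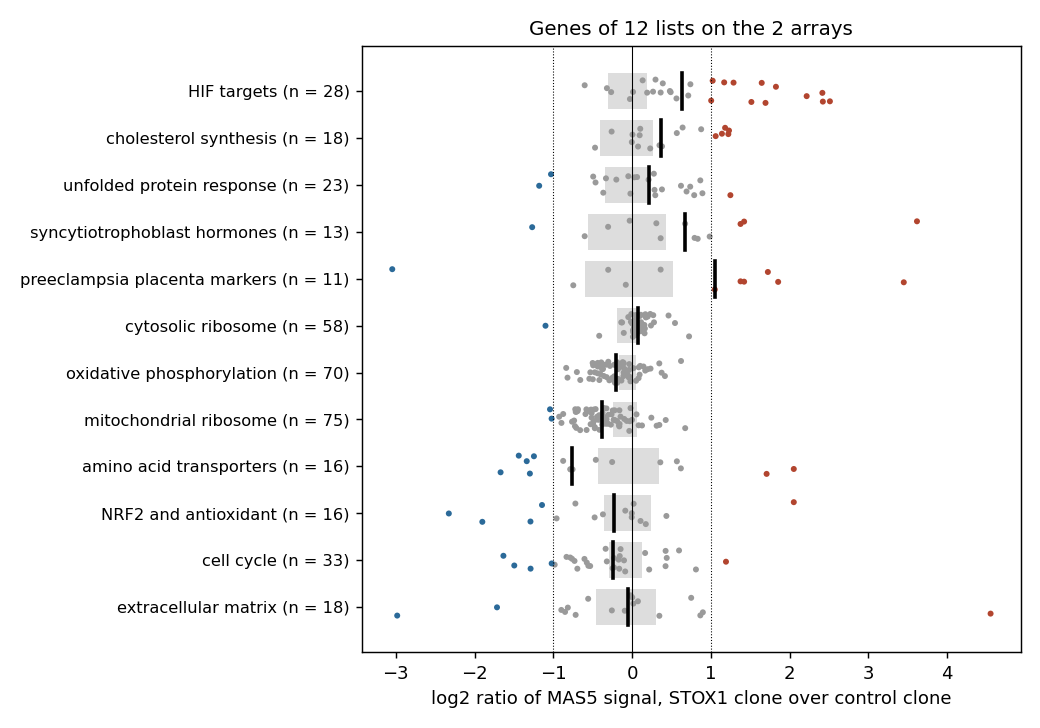
Log2 ratio of MAS5 signal, AA6 over BD3 (horizontal axis), of the detected genes of 12 lists, 1 point per gene (vertical scatter is arbitrary), with red points at a ratio of at least 2 and blue points at a ratio of at most 0.5. Black bars are medians and grey boxes span the 1st to 99th percentile of medians of random lists matched on signal; the bar lies right of the box for cholesterol synthesis (0.36) and left of it for amino acid transporters (-0.77).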

We found that more than 2800 transcripts (∼12.5%) were significantly modified by *STOX1* over expression (1840 induced –figure 1A- and 1018 repressed –figure 1B- at least two-fold).

**Figure 1:**
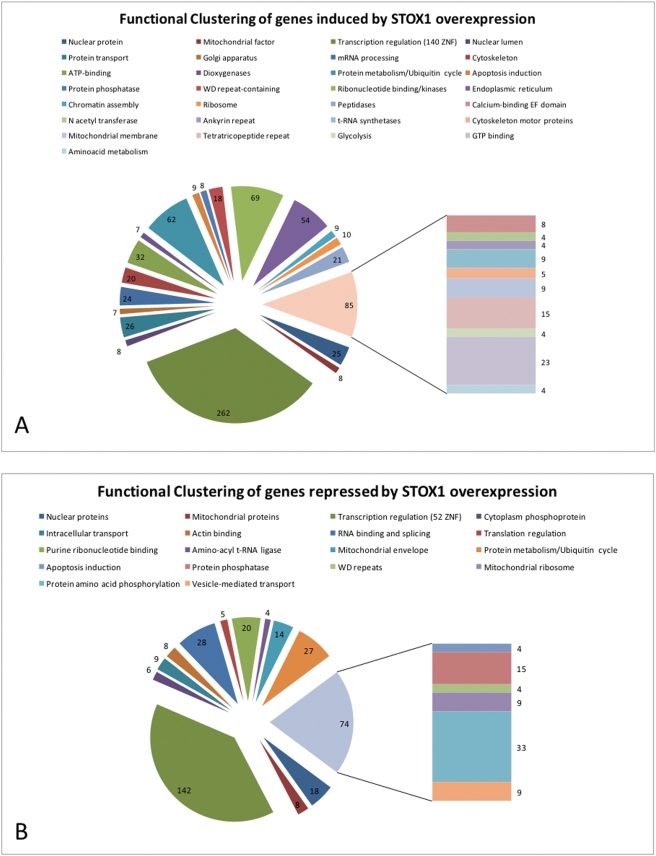
Fonctional clustering of genes modified by STOX1 overexpression (a total of 1840 induced genes and 1018 repressed genes) were distributed in clusters using the DAVID website [7]. Interestingly, the major cluster was in both cases composed of transcription factors, among which a majority of Zinc Finger Proteins was found. Only the significant clusters (according to the threshold defined in Material and Methods are represented), and are classified by decreasing significance (clockwise).

We used the DAVID software on the groups of induced and repressed genes (http://david.abcc.ncifcrf.gov/home.jsp) [7] to detect Gene Ontology groups. We could show a significant excess of transcription factors among the genes that were successfully grouped in clusters (415 repressed (39.9%), 848 induced (46.1%), Figure 1). Indeed, inside these groups, 168 (30%) and 255 (40.4%) genes were related to transcription regulation among repressed and induced genes, respectively. Among the modified transcription factors, Zinc Finger-containing genes were very abundant (56 and 131, respectively). This proportion was highly significant compared to other families of transcription factors (Table 1), and associated with an excess of induced transcripts. 

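Of 464 detected probe sets of genes with a ZNF symbol, 67 had a ratio of at least 2 and 21 of at most 0.5. The other 376 lay between. By lower bound 37 and 16 remain, and with an offset of 50 added to both arrays 6 and 4. The median log2 ratio of the 464 probe sets was 0.20. By gene, 41 of 313 had a ratio of at least 2 and 14 a ratio of at most 0.5, and by lower bound 23 and 10. Of the 4 ZNF genes farthest apart, 3 were dim. ZNF449 (25.5 in AA6) and ZNF615 (26.2) were below the detection level in BD3 and barely above it in AA6, and ZNF785 (28.2 in BD3) was below it in AA6. The other, ZNF22, was lower in AA6 and well detected in BD3. The 135 ZNF genes on chromosome 19, where large clusters of these genes lie, had a median of 0.38, and the 178 on other chromosomes 0.02. The 62 ZNF genes brighter than the median detected gene had a median of 0.09, at the 94.2th percentile of random lists.
Random lists of 464 probe sets matched on signal had a median of 40 probe sets at a ratio of at least 2 and 45 at a ratio of at most 0.5, and the median log2 ratio of the ZNF probe sets was above those of all 10000 such lists. These percentiles describe 2 arrays, and genes are not replicates. Chromosomes were taken from the GRCh38.p14 gene table. The paper states, from the comparison with other families in Table 1, that the share of Zinc Finger-containing genes was highly significant and that induced transcripts were in excess.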

Reciprocally, we observed that a high number of Homeobox-containing genes were down-regulated. 

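Of 48 detected Homeobox-containing genes, 9 had a ratio of at most 0.5 and none a ratio of at least 2, and by lower bound 5 of the 9 remain. HOXC6 was at 102 in AA6 and 390 in BD3, DLX5 at 186 and 405, HOXB4 at 32.5 and 82.0 and LHX2 at 27.0 and 60.8. MSX1 had a log2 ratio of -1.91. CDX1, RAX2, HOXC4 and GSX2 were below the detection level in AA6, CDX1 at least 1.70-fold lower. MSX1, DLX5, HOXB4, LHX2, RAX2, HOXC4 and GSX2 were named after their values were seen.
Counted as probe sets, 14 of 75 had a ratio of at most 0.5 and 1 a ratio of at least 2, and by lower bound 7 and 0. Random lists matched on signal had a median of 7 lower and 6 higher, and 99% of them had between 1 and 13 of each. The median log2 ratio of the 75 probe sets, -0.21, lay at the 6.18th percentile of such lists, and that of the 48 genes, -0.07, at the 45.6th.

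**Figure D2:**
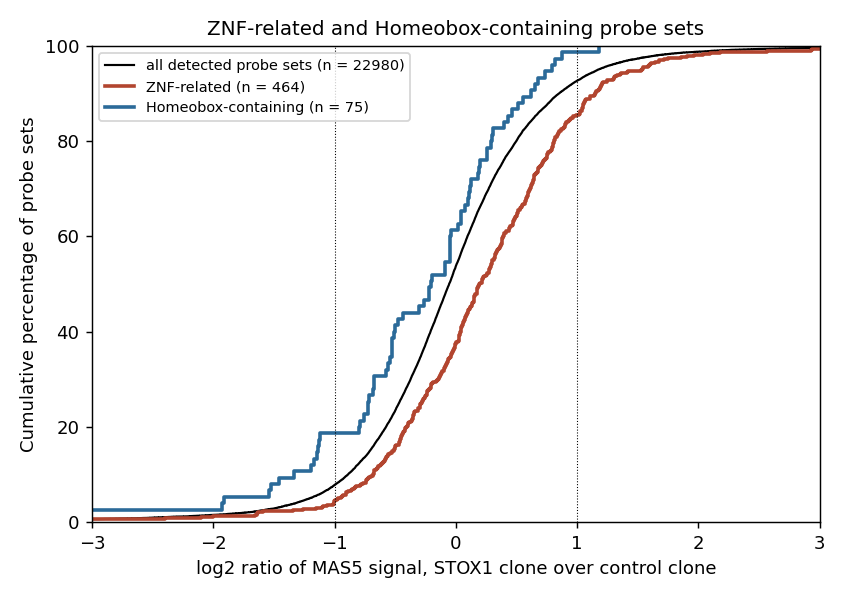
Cumulative percentage of probe sets (vertical axis) against their log2 ratio of MAS5 signal, AA6 over BD3 (horizontal axis, shown from -3 to 3), for all 22980 detected probe sets, 464 ZNF-related and 75 Homeobox-containing ones. The ZNF-related curve (median 0.20) runs to the right of that of all probe sets and the Homeobox-containing curve (median -0.21) to its left; dotted lines mark 2-fold.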

Other analyzed families were not significantly modified compared with the rest of the transcripts.

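Among Forkhead-related genes, FOXC2 was at 58.9 in BD3 and below the detection level in AA6, at least 2.44-fold lower. FOXP1 was at 47.8 in AA6 and below the level in BD3, at least 1.98-fold higher. Of 31 Forkhead-related probe sets, 2 had a ratio of at least 2 and 6 a ratio of at most 0.5 (1 and 3 by lower bound), among the latter FOXD2-AS1, an antisense RNA that the symbol pattern takes in. Of 13 SOX-related probe sets, none had a ratio of at least 2 and 2 had a ratio of at most 0.5 (0 by lower bound), among them that of SOX12, at 35.8 in BD3 and below the level in AA6. Of 56 probe sets of TATA-binding protein and its associated factors, 2 were past 2-fold higher and 3 lower (1 and 1 by lower bound), and TAF4 was at 101 in AA6 and 215 in BD3.
The median log2 ratios of these families were -0.21, 0.00 and -0.15, at the 13.2th, 62.5th and 15.3th percentiles of random lists matched on signal.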

**Table 1:** Transcriptional factors modified by STOX1 overexpression.

Category of transcription factor	Up-regulated (>2-fold induction)	Down-regulated (<2-fold decrease)	Unchanged	Chi2 test
ZNF-related	127	26	774	**6.9 10^−10^**
FKHD-related	4	4	30	0.064
Homeobox-containing	4	8	63	**0.009**
SOX-related	0	0	12	186
TATA-related	1	3	40	0.122
All transcriptome	1840	1018	20 122	

In addition, we used qRT-PCR on some of the stable transformants expressing *STOX1* at different levels, and obtained an external validation of the microarray results (Figure 2). We analyzed a subset of five induced, four repressed and four unmodified genes. 

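On the arrays, the 3 probe sets of PTGDS, the prostaglandin D synthase, had log2 ratios of 3.33, 2.97 and 2.34, and the 3 probe sets of TNFSF10 2.82, 3.50 and 2.64. The lipoxygenase ALOX5 was at 130 in AA6 and below the detection level in BD3, at least 5.37-fold higher, and TMEM45A, a transmembrane protein, was at 164 and 32.3. The gene written βARRESTIN has no symbol in the paper. ARRB1, beta-arrestin 1, had log2 ratios from -0.50 to 0.57 over 7 probe sets, and the related ARRDC3 had a ratio of 9.35 in its only probe set. ARRB2 had no probe set under its symbol in the annotation and was not analysed.
Each of the 4 genes given as down-regulated was below the detection level in AA6. The fold was at least 6.79 for ZNF22, a zinc finger protein, 5.11 for the apolipoprotein APOA2 and 3.68 for FAM43A, which was at 88.8 in BD3. Of the genes given as mildly induced or unmodified, the mitochondrial protease LONP1 had a log2 ratio of -0.28. Detected probe sets of ANKRD28 went both ways (0.81 and -1.05), as did those of the chaperone DNAJC10 (-0.20, 0.63 and 0.31), and PGM2L1 was close to the detection level, at -0.78 in its brightest probe set.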

The correlation between the Log_2_ (induction) in the array compared with the Log_2_ (induction) in the qPCR experiment was 0.944 (Figure 2B). Despite some individual variations between stable transformants, STOX1 overexpression induced similar gene alterations (Figure 2A). This indicates that the effects noticed in the two cell lines used for the microarray are directly caused by STOX1 and not by possible general deregulations induced by the transfection and selection procedure.

**Figure 2:**
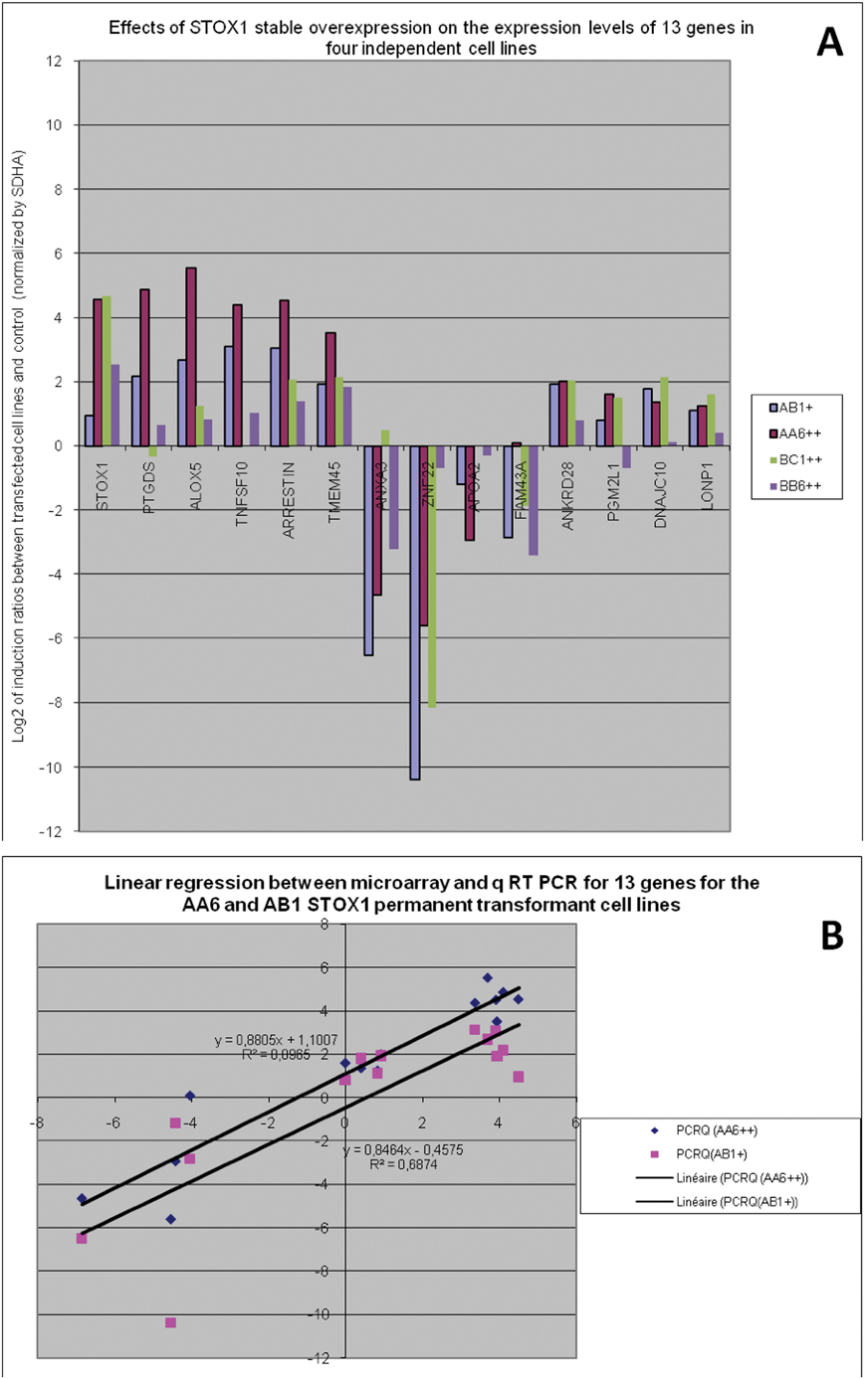
(A) Comparison of four cell lines overexpressing STOX1 for a series of 13 genes known to be modified by the microarray experiment, by quantitative RT-PCR. Five genes were overexpressed (*PTGDS*, *ALOX5*, *TNFSF10*, *βARRESTIN*, *TMEM45a*), four down-regulated (*ANXA3*, *ZNF22*, *APOA2*, *FAM43A*) and four mildly induced or unmodified (*ANKRD28*, *PGM2L1*, *DNAJC10*, *LONP1*). The diagram shows a fairly good reproducibility of the gene alterations whatever the cell line overexpressing STOX1. The expression level of STOX1 is represented in the first series of histograms. (B) Comparison of the expression levels of the microarray and of the qRT-PCR results for the same series of 13 genes. For AA6, the cell line from which the cDNA hybridized on the microarrays was obtained, the correlation is excellent (R = 0.944). For the second line AB1, overexpressing STOX1 at a milder level, the correlation is also very good (R = 0.829). In this case, the overall expression is nevertheless lower as shown by the linear regression. This suggests that at least in some cases, the deregulations induced by STOX1 overexpression are somehow proportional to this overexpression.

Next, we analyzed systematically the promoter composition of transcription factors whose expression is affected by STOX1 using Genomatix (www.genomatix.de). We contrasted the group formed by induced (55 promoters) and repressed (39 promoters) transcription factors with non-modified genes (49 promoters) by a Student t-test (Supplemental Table S1). For binding sites present on average more than once in each promoter, the forkhead binding site (V$FKHD) was the most significant (p = 0.0044) after V$BRNF, a binding site for POU transcription factors (p = 0.0022). This observation is consistent with the idea that STOX1 belongs to the enlarged FOX family. We then performed ChIP experiments (four independent experiments) followed by qPCR using primers from the promoters of genes strongly induced by *STOX1* overexpression and enriched in FKHD binding sites (Figure 3). Thirteen different promoters corresponding to the 8 genes *COL6A3*, *S100A4*, *TMEM45a*, *ARRDC3*, *TNFSF10*, *ALOX5*, *EBI3* and *PLCB1* (induced 28-, 19-, 15-, 15-, 9-, 13-, 12-, and 11 fold, respectively), were recovered using the Genomatix Gene2Promoter function. 

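All 8 genes had a higher signal in AA6 than in BD3, by at least 2-fold. S100A4 was 11.0-fold, EBI3 10.9-fold, TNFSF10 7.08-fold and TMEM45A 5.10-fold higher. COL6A3, a chain of collagen VI, was at 149 in AA6 and below the detection level in BD3, at least 6.18-fold higher. PLCB1, a phospholipase C, was at 91.7 in AA6 in its only detected probe set and at least 3.80-fold higher. The paper chose these genes for their strong induction on these arrays, so their direction is not independent evidence.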

For several genes, multiple putative promoters were identified by the program (up to 4 for *ARRDC3*) and primers surrounding the putative forkhead binding sites were designed. Among the thirteen putative promoters, seven were significantly enriched after chromatin IP and corresponded to 6 genes out of 8. In the case of *ARRDC3*, only one promoter was significantly enriched by immunoprecipitation. This approach confirmed that *STOX1* binds the promoter of these genes as a transcription factor involved in their regulation.

**Figure 3:**
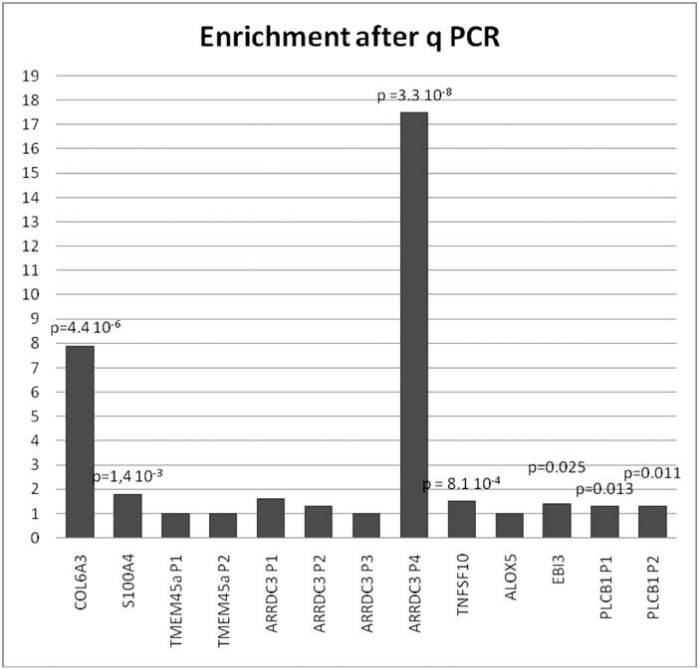
Thirteen promoters encompassing putative binding sites for Forkhead containing transcription factors were quantified by qPCR after Chromatin Immunoprecipitation, using a novel anti-STOX1 polyclonal antibody. For several genes alternative putative promoters were identified by Genomatix, and only some of the promoters appeared enriched. This is clearly the case for *ARRDC3*, for which promoter P4 was considerably and exclusively enriched (17.5 fold compared to control). Some other targets were only mildly enriched such as the *TNFSF10* promoter. The results are the mean of four independent ChIP experiments on which three qPCR assays have been performed.

We then attempted to compare our microarray results with published transcriptomic data comparing normal and preeclamptic placentas. Among these few studies, only one to the best of our knowledge was deposited as accessible GEO Profiles [8]. We extracted the 500 genes that were the most different between normal and preeclamptic placentas from this study. Among those, 265 (207 induced and 58 repressed in preeclampsia) were expressed at a sufficient level to be detected in our microarray experiment (Supplemental Table S2a). These values enabled us to show very significant differences between the expected proportions of induced or repressed genes if the distribution was random (Supplemental Table S3). 

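Of the 265 rows of Table S2a, 217 had a detected probe set with that gene as its only symbol, 179 for genes induced and 38 for genes repressed in preeclampsia. At a ratio over 2 or under 0.5 between the clones, 24 rows went the same way in AA6 as in preeclampsia, each of them induced in both, and 12 went the opposite way, 8 of them induced in preeclampsia and lower in AA6. At over 1.8 or under 0.55 the counts were 31 and 16, and at over 1.5 or under 0.66 they were 50 and 25. Independent directions with the same totals would give 24.5, 32.3 and 47.6 rows the same way at these 3 thresholds. The clone ratios printed in Table S2a itself, over its 265 rows, give 59, 77 and 94 rows the same way and 6, 7 and 20 the opposite way, where independent directions would give 45.7, 59.4 and 78.9 the same way.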

The data were also analyzed by a linear regression approach (Figure 4). To achieve this, the induction ratio of the 265 genes found to be transcriptionnally modified in the preeclampsia study of Nishizawa and co-workers [8], were plotted against the ratio of induction/down-regulation of the same genes in the JEG-3 cells overexpressing *STOX1*. 

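Genes induced in preeclampsia had a median log2 ratio AA6 over BD3 of 0.21 on the deposited signals (179 rows of Table S2a) and genes repressed in preeclampsia 0.17 (38 rows). Across these 217 rows, the log2 ratio of the clones and the log2 ratio of preeclampsia given in Table S2a had a Pearson r of 0.0262 and a Spearman rho of 0.0755. Of 10000 random pairings of the same values, 95% gave r between -0.136 and 0.132. With the clone ratios printed in Table S2a in place of the deposited signals, r was 0.295 and rho 0.315 over 265 rows, and the medians were 0.44 for genes induced and -0.02 for genes repressed in preeclampsia. Over the 217 rows measured here, the printed ratios gave r = 0.228, and the log2 of the printed and of the deposited ratios correlated at r = 0.799.
These correlations run across genes, which are not independent replicates, and the clones were measured by 1 array each. With the brightest 11490 probe sets alone, r was 0.156 over 167 rows, and the central 95% of random pairings reached 0.147.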

Strikingly, the correlation applied between genes whose expression is affected by STOX1 and preeclampsia-modified genes was highly significant (r = 0.295, p = 9.8 10^−7^, Figure 4). Since this correlation was made between induction/repression ratios, it is corrected for confounding effects, such as gene expression levels for instance. Very similar results were obtained when comparing STOX1 effects with transcriptional deregulation observed in older transcriptomic studies dealing with syncytialisation and the links between hypoxia and placental diseases [9], [10].

**Figure 4:**
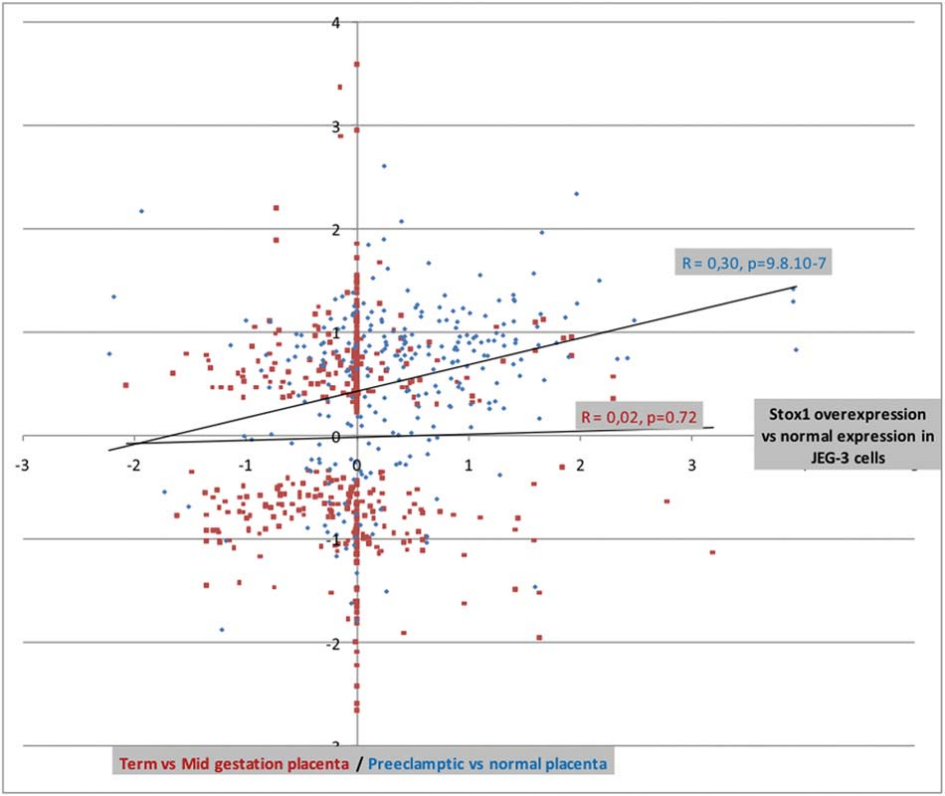
Linear regression analysis comparing the induction/repression ratio of the genes from the present study (comparing JEG-3 cells overexpressing STOX1 with mock-transfected JEG-3 cells) with induction ratio of two other transcriptomic studies on the placenta. The first external study, performed by Nishizawa and coworkers [8] compared 4 normal and 10 preeclamptic placentae. The 500 most modified genes from this article were obtained, and 265 were detectable among the genes identified here. The induction/repression ratio of the 265 genes are plotted (horizontal axis, blue diamonds) against the same genes of the present work (vertical axis). In this case, the correlation was highly significant between the two sets of induction ratio (r = 0.30, p<0.000001). As a control, another study on placental transcriptomics was used, which compares mid gestation and term placentas [11]. Again, the 500 most modified genes were selected and 311 were detectable among the genes identified in the present study. Their induction/repression ratio are represented along the horizontal axis as red squares. In this case, the correlation was very close to 0 (r = 0.02, p = 0.72). These results demonstrate that STOX1 overexpression in choriocarcinoma reproduces with fidelity several aspects of the preeclamptic disease despite the much higher complexity of the placenta.

As a control of the specificity of STOX1-induced transcriptome alterations, our data were compared with a study where mid-gestation versus normal term placentas were analyzed by microarray analysis [11]. We also extracted the 500 most modified genes from this study and 311 were common with the ones of our own experiment (Supplemental table S2b). However, in this case, no correlation could be found between the subsets of transcriptionnally modified genes (r = 0.02 p = 0.72, Figure 4). These observations strongly suggest that STOX1 overexpression in JEG-3 cells reliably reproduces modifications induced by preeclampsia in the placenta.

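Genes higher and genes lower in the gestational comparison had median log2 ratios AA6 over BD3 of 0.03 (105 rows) and 0.04 (130 rows). Across these 235 rows of Table S2b the Pearson r was -0.0629 and the Spearman rho -0.0646, and 95% of random pairings gave r between -0.126 and 0.128. The clone ratios printed in Table S2b gave r = 0.0189 over the 312 rows of the table. As for preeclampsia, these values run across genes.
From the correlation with preeclampsia and the lack of one with gestational age, the paper proposes that JEG-3 cells overexpressing STOX1 carry the changes that preeclampsia brings about in the placenta. It also reports direction counts that differ from random for the preeclampsia genes. Older studies of syncytialisation and of hypoxia in placental disease gave it similar results.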

## Discussion

Our results provide new data suggesting that STOX-1 could be involved in the processes leading to preeclampsia. Interestingly, among the modified genes, we found i) hCG (induced 2.25 fold for CGA and 3.23 fold for CGB, the hCG-specific polypeptide), one of the well-known overexpressed genes in preeclamptic placentas, ii) endoglin (induced 2.23 fold), which is the earliest serum marker observed as induced by preeclampsia in patients [12], iii) ERVW1 (syncitin, induced 2.03-fold), an endo-retrovirus known to be crucial for the formation of the syncytiotrophoblast [13], as well as iv) GCM1 (decreased 3.4-fold), known as the most specific transcription factor for trophoblast cells [14], and specifically down-regulated in preeclamptic placentas [15]. In addition, overexpression of STOX1 stimulates EBI3 (×12.0-fold), an interleukin–12 p40 expressed at very high level by syncytiotrophoblasts and extra villous trophoblasts throughout human pregnancy, and involved in implantation. 

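CGA, the alpha subunit of the gonadotrophins, was at 9006 in AA6 and 4552 in BD3, a ratio of 1.98, and its dimmer probe set, below the detection level in BD3, was at least 2.25-fold higher. The beta subunit of hCG is read by a probe set that the genes CGB1, CGB3, CGB5, CGB7 and CGB8 share, at 3501 and 1139, a ratio of 3.07. A probe set shared by CGB1 and LHB had a ratio of 3.18, and a dimmer one shared by CGB7 and NTF4 was at 68.3 and 51.7, a ratio of 1.32. None of these 3 can be put down to 1 gene. ENG, endoglin, was at 739 and 357, a ratio of 2.07, in its bright probe set, and at 20.9 and 37.3 in a dim one that went the opposite way. ERVW-1, syncytin, had ratios of 2.18 and 1.38 in its 2 probe sets. GCM1, a transcription factor of trophoblast fusion, was at 315 in AA6 and 987 in BD3, which is 3.14-fold lower in AA6.
Of 13 detected genes of placental hormone production, 3 had a ratio of at least 2 (1 by lower bound) and 1 a ratio of at most 0.5, the estradiol-forming enzyme HSD17B1 (611 in AA6 and 1472 in BD3, with its 2 probe sets going opposite ways). INHA, the inhibin alpha chain, was at 64.9 and 24.2, and PSG2, a pregnancy-specific glycoprotein, was at least 1.31-fold higher. The list's median log2 ratio of 0.67 lay at the 99.9th percentile of random lists matched on signal. Among the brightest 11490 probe sets it was 0.31, at the 96.3th percentile.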

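EBI3 was at 451 in AA6 and 41.3 in BD3 in its only probe set, a log2 ratio of 3.45. It belongs to a list of 11 detected genes taken as markers of preeclamptic placenta, of which 6 had a ratio of at least 2 (5 by lower bound). Only the serine protease HTRA4 was 2-fold lower (53.7 in BD3 and below the detection level in AA6, at least 2.22-fold). TREM1, a receptor of inflammation, was at 209 and 57.8. PGF, the placental growth factor, had a log2 ratio of -0.75 and its receptor FLT1 -0.30; both were named after their values were seen. EBI3 and ENG are among the 6 and were picked by the paper from these arrays. The median log2 ratio of the list was 1.05, the value of ENG itself, above the 99th percentile of random lists matched on signal. It was 0.36, at the 96.6th percentile, when each gene took the median of its probe sets. This median takes no account of the direction in preeclampsia. HTRA4 and FLT1, lower in AA6, are induced in preeclampsia by Table S2a (log2 ratios of 2.17 and 2.60). So are EBI3, ENG and TREM1 (1.65, 1.15 and 1.49), higher in AA6.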

It is presented by HLA-G, suggesting that it is an immunomodulator, possibly involved in NK cell regulation able to modulate proliferation and migration processes [16; 17]

Similar to other studies [3]–[5] challenging the role of STOX1 in preeclampsia, we sequenced 20 patients and 20 controls but could not find any association with the Y153H polymorphism described in the first study [1], neither find any transcriptional effects differentiating normal and pathological placentas (data not shown). We hypothesize that the reported polymorphism is in linkage disequilibrium with the true causal mutation. It is interesting to notice that STOX1 in mice and humans contains a very long first intron (∼50 kb), which has not been sequenced, and could contain elements regulating the mRNA splicing, shown to be important for STOX1 sub-cellular localization [1]. Since the transcription level did not vary between normal and pathological placentas, our results suggest that STOX1 is involved in very early events of placental development, which could not be addressed by analyzing term or near-term placentas. Another problem reported by Iglesias-Plata is the non-imprinted status of STOX1 [4]. In fact, a close examination of their sequencing data suggests that there could be a quantitative difference in allelic expression in fetal and placental tissues. This could be explained by cell-type heterogeneity of its imprinted status in the placenta. Although they also show that the first CpG island located in the first exon is unmethylated, other distant regulatory regions could be altered as reported for the IGF2/H19 system.

Caution is warranted when extrapolating results obtained in a cellular model to the general trophoblast population. However, JEG-3 cells constitute an interesting and reliable model of trophoblast function, as suggested by ancient and recent studies [18]. The results of the present study, substantiate this idea, since the main result is a strong and significant correlation between a specific alteration of the JEG-3 transcriptome and preeclampsia-induced transcriptional modifications in the placenta. Clearly, while this correlation is highly significant, the rest of the variability could be explained by the action of other pathways involved in preeclampsia, as well as by modifications of other cell types present in the placental villi. In this context in vitro transformation of cytotrophoblasts into syncytiotrophoblast, as previously described [19]–[22] seem to show a specific and exclusive expression of *STOX1* in the former (Rigourd et al, in preparation). It would mean that the syncytialisation process abruptly inactivates the expression of STOX1, the underlying mechanisms remaining elusive. Since hypoxia, or more generally brutal variation in oxygen pressure, are considered as major actors of preeclampsia pathogenesis [23; 10; 24], it was interesting to match the microarray result with HIF1α induction. However, HIF1α was not at all modified at the transcriptional level by *STOX1* overexpression. This does not disqualify an effect on the stabilization of the HIF1α protein, which could then participate in the gene induction effects. Also, using cDNA from placental explants put in hypoxia, we could not see any induction of *STOX1* expression (data not shown). 

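HIF1A was at 1313 in AA6 and 1690 in BD3 in its only probe set, a log2 ratio of -0.36. Among 28 detected target genes of the hypoxia-inducible factors, 12 were at least 2-fold higher in AA6 and none was at least 2-fold lower. ALDOC was at 324 in AA6 and 56.9 in BD3 and P4HA1, a collagen prolyl hydroxylase, at 544 and 102. DDIT4, an inhibitor of mTOR signalling, was at 1689 and 317, NDRG1 at 543 and 117, and BNIP3, a mitophagy receptor, at 5827 and 2040. The log2 ratio was 0.01 for ENO1 (1 of its 4 detected probe sets was lower in AA6), 0.13 for ALDOA and 0.19 for PGK1, all glycolytic enzymes. Of the 16 detected genes in the list of glycolysis, 2 were at least 2-fold higher, and the median was 0.16. ADM, the gene of adrenomedullin, had a log2 ratio of -0.60, and the glucose transporter SLC2A1 -0.32. DDIT4, NDRG1, BNIP3 and the targets after them were named after their values were seen.
The median log2 ratio of the 28 targets was 0.64, above those of all 10000 random lists matched on signal.

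**Figure D3:**
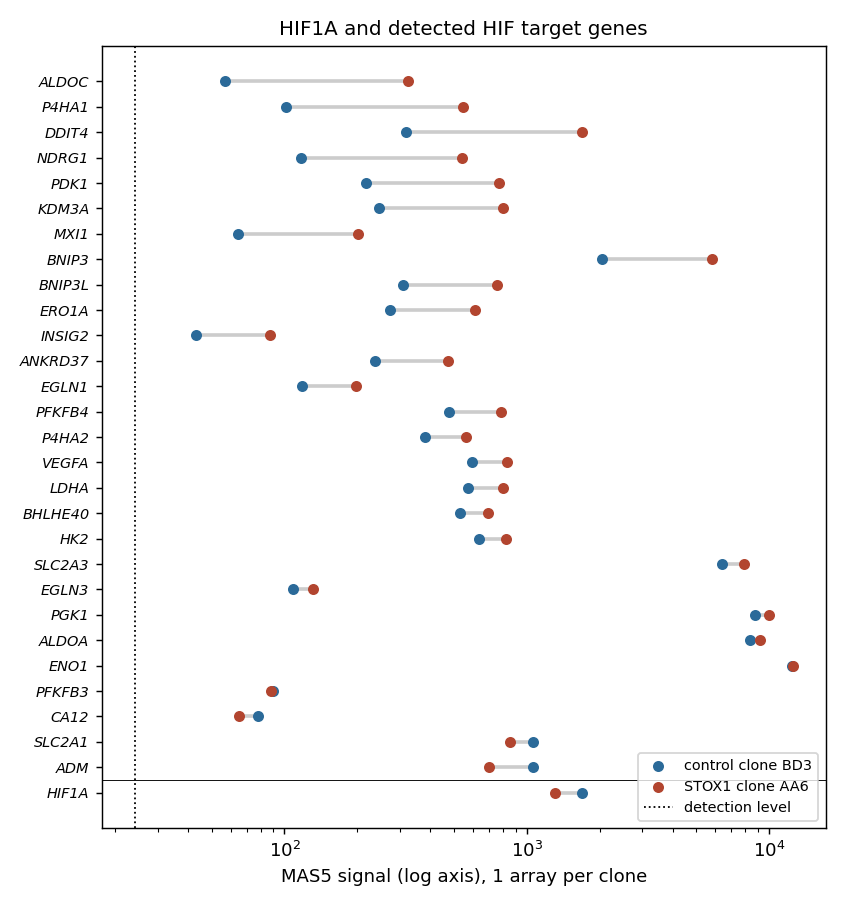
MAS5 signal (horizontal axis, log scale) of HIF1A and 28 detected target genes in AA6 (red) and BD3 (blue), 1 array each, with the targets in order of their ratio. ALDOC and P4HA1 lie farthest apart, at 324 and 56.9 and at 544 and 102; the dotted line is the detection level of 24.1.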

Hypoxia-induced genes were nevertheless found elevated in preeclampsia [10], and were significantly correlated with gene-induction in the JEG-3 cells overexpressing *STOX1* (present study). Therefore, the link between hypoxia and *STOX1* exists, but probably in a subtle form. In conclusion, our study indicates that STOX1 deserves further investigation for its role in the aetiology of preeclampsia.

## Materials and Methods

### Patients and ethics

All the placentas from the patients were collected from four Parisian maternities (Cochin, St Antoine, Institut de Puériculture and St Vincent de Paul). This study was approved by the Ethics Committee of Paris Cochin (France), CCPPRB (Comité Consultatif de Protection des Personnes dans la Recherche Biomédicale). All patients have given their written consent for the use of their placenta. Placentas were obtained from caesarean section outside labor from healthy mothers.

### Placental villi and cytotrophoblast purification

Biopsy samples were rapidly collected at six to ten various locations from each placenta between the decidual and chorionic plates. Villous tissue was dissected free of fetal membranes, vessels and tissue from maternal origin, rinsed and minced in Ca^2+^, Mg^2+^ free Hank's Balanced Salt Solution (HBSS). Cytotrophoblast cells were prepared using standard procedures of negative selection mastered in the laboratory [19]–[22].

### Plasmid constructions

The STOX1A construct was a generous gift of Dr C.B. Oudejans (VU University Medical Center, De Boelelaan 1117, 1081 HV, Amsterdam, The Netherlands). The ORF was isolated and subcloned in the pCMX expression vector and resequenced. Three mutations were found (A→C in 1658 (GAA = Glu→GCA = Ala), a deleted T in 2948 (which creates an early stop codon), and the initiation codon (ACG (THR) instead of ATG (MET)) and corrected by site-directed mutagenesis. Hence we obtained a pCMX vector containing the coding region of STOX1-A.

### Cell culture and stable transfection

JEG-3 choriocarcinoma cells were seeded in DMEM medium (Gibco) supplemented with 10% FBS and 1% penicillin/streptomycin at a concentration of 1.0×10^6^ cells per T25 culture flask. At the time of transfection cells were at 60% confluence. Cells were transfected using Lipofectamin® Reagent (Invitrogen), according to the manufacturer recommendations with 4 µg of pCMX-STOX1-A or 4 µg empty pCMX together with 0.4 µg of PGK neo (the PGK-neo expression vector was a kind gift of Dr Djian [25]) per T 25 cm^2^ culture dish with Opti-MEM® I Reduced Serum Medium. This plasmid ratio is known to ensure a co-transfection by both plasmids when the cells become resistant. Cells were passaged at 1∶10 dilution into selective medium 72 hours post transfection. Selection was continuously applied using Geneticin (G-418) (Invitrogen) at 500 µg/ml concentration for approximately 3 weeks. Resistant clones (9 cell lines transfected with pCMX-STOX1-A and 3 cell lines transfected with empty pCMX) were grown individually in continual selection and used for further analysis or frozen in DMSO.

### RNA Extraction and cDNA synthesis

Total RNA was extracted from 12 differents clones using Trizol Reagent (Invitrogen) in accordance with the manufacter's instruction. cDNA synthesis was performed using Superscript cDNA synthesis kit (Invitrogen).

### Quantitative RT-PCR

q RT PCR was performed using a Light Cycler (Roche) and the Invitrogen kit (SYBR®). The primers for STOX1 cDNA amplification were: 5′-TTGGGTGTGAA-3′, 5′-TTGGAGCGTTTGATGAAACA-3′. The clone with the highest STOX-1A overexpression (AA6) and a negative clone (BD3) were selected by RT-PCR with SDHA as reference gene. The primer couples for SDHA were 5′-TACAAGGTGCGGATTGATGA-3′, 5′-GCAACAGAAGAAGCCCA-3′.

### Gene expression array

5 micrograms of cDNA of AA6 and BD3 clones were sent to Affymetrix type IVT3 expression array platform. cDNA and labeling for hybridization scanning and data normalization were performed by the platform, which provided the final data. Standard quality control procedures were performed and validated (available upon request). Data have been sent to a public database upon acceptance of the study for publication (GSE 13475 and summarized as supplemental data, Supplemental Table S4).

### Bioinformatics

Putative transcription factor binding sites were identified by statistical analysis (Student t-test, followed by Bonferronni correction for multiple testing) using the Gene2Promoter option of Genomatix (Genomatix.de). Functional clustering was performed using the DAVID database. The groups are clusterized according to common keywords, enabling to define a p-value of the occurrence of the keyword in a specific group of genes inside the set of genes submitted, compared with the total gene content. The calculated enrichment score is the harmonic mean of the inverse of these p-values. Since random groups of genes are also able to generate enrichments, a simulation was performed with random groups of genes which enabled to define a threshold for significance, as previously described [26]. More precisely, twenty groups of randomly selected genes (50 to 3000 genes) were introduced in the “upload” window of the DAVID website and submitted to functional clustering. We could observe that the number of clusters obtained by this approach increased with the number of genes in a linear fashion. Furthermore, the enrichment score calculated for the first cluster obtained (the highest), increased steadily with the number of genes introduced. We could derive a linear equation (Highest enrichment score = 0.002×Number of genes +0.4718, R^2^ = 0.84) able to predict the highest score from random data. This information was used to select gene clusters that present an enrichment score above this value.

### Characterization of an anti-rabbit polyclonal STOX1 antibody

A novel polyclonal antibody was generated using two peptides (EP053592: AcNH-GGR AVF RAF RRA NAR C-CONH2, EP053593 H2N-CDL KPS QTG PKE KPF Q-CONH2) injected in rabbits by Eurogentec (Belgium). This antibody was validated by Western blot and by immunohistochemistry staining. The specificity was assessed using the two free peptides as competitors. Specific bands corresponding to three STOX1 isoforms were detected. *In vitro* synthesis and labeling experiments using the three main STOX1 (A, B, C) isoform-coding plasmids as templates indicated that the bands detected by the antibody in placenta and JEG-3 cell extracts correspond to these three isoforms.

**Chromatin Immunoprecipitation** adapted from [27] JEG-3 cells were seeded at a concentration of 1.0×10^6^ cells per T25 culture flask. The initial step is the crosslinking of the live cells with formaldehyde. Cells were then lysed (Buffer containing HEPES, NaCl, EDTA, Triton, EGTA, SDS and Protease inhibitor cocktail) and released chromatine fragments were sheared by sonication to generate DNA fragments of ∼200 bp. Specific immunoprecipitated factors together with crosslinked DNA were immunoprecipitated at +4°C after an 1 hour incubation with pre-immune serum and a preclearing step with a 50% salmon sperm/BSA/ProteinA beads slurry. Anti-rabbit polyclonal STOX1 antibody at 1/100 concentration was used overnight for immunoprecipitation. Finally, protein-DNA crosslink in the immunoprecipitated (IP) material was reversed and the DNA fragments purified. If the STOX1 protein was associated with a specific genomic region in vivo, DNA fragment from this region should be enriched in IP compared to the other portion of the genome.

### QPCR validation

The presence and quantification of relevant genomic region in the IP is determined by qPCR in which the immunoprecipitated material was used as a template for simultaneous amplification with gene specific primers and from a reference region (micro satellite DXS 118). The screening of 8 genes (up to 4 putative promoters for *ARRDC3*) affected by STOX1 overexpression and containing FKKD putative binding sites in their promoter was performed. The primers were designed by using Primer-3 software (http://frodo.wi.mit.edu/cdi-bin/primer3/primer3-www.cgi. For qPCRs, we used the Absolute QPCR SYBR® green mix (ABgene) and the Roche Light-Cycler PCR apparatus. Results obtained with the precipitated DNA were compared to those from input DNA samples.

## Supporting Information

Table S1 Promoter analysis. Comparison of the promoter content in Transcription factor binding sites betwwen STOX1-modified and STOX-1 unmodified genes
(0.21 MB XLS)

Table S2 Table S2A and S2B: Data for correlation analysis transcriptomic data from two experiments (effects of preeclampsia, and effect of gestation time) compared with STOX1 effects
(0.24 MB XLS)

Table S3 Observed versus expected between Stox1 overexpressed genes and 265 genes strongly modified in preeclamptic placentas (According to Nishizawa et al, 2007). Statsitical comparisons (Chi2 tests) for modified categories of genes at three threshold between preeclampsia effects and STOX1 overexpression effects
(0.02 MB XLS)

Table S4 AA6 column corresponds to the cells overexpressing STOX1. 

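Table S4 lists, for each detected probe set, a value for AA6, a value for BD3, their ratio and the detection calls of both arrays. The copy used here holds the first 1999 of the 22980 rows, in order of rising ratio, up to a ratio of 0.6. In these rows the values of the 2 arrays sum to 2.00 on average (from 1.00 to 2.00), as they do where each probe set is divided by its mean over the arrays, and levels of different probe sets cannot be compared from this table. Of the 1999 rows, 1584 were called present on both arrays and 415 on 1 of them, and 1018 had a ratio of at most 0.5. Of 1995 of these rows found among the deposited probe sets that are not controls, 1930 were also among the 22980 brightest. The log2 ratio from the deposited signals differed from that in the table by a median absolute value of 0.19.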

BD3 to the control cells transfected with empty pCMX vector
(4.43 MB XLS)

How the deposited data were processed for this re-analysis (not part of the article)

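The arrays measured RNA of 2 clones of JEG-3 choriocarcinoma cells, AA6, which overexpresses STOX1, and BD3, which carries the empty vector, with 1 array per clone. The intensity values were deposited by the authors as MAS5 signals per probe set, scaled and normalized by the platform that hybridized the arrays, and the scaling target, the version of the software and the detection calls are not given with them. The values are positive and on a linear scale, and their means after trimming 2% at each end were 95.4 in AA6 and 99.5 in BD3.
Of 54675 probe sets, 62 controls were left out of the gene analysis. In the annotation of the array, 41091 probe sets had 1 gene symbol, 1801 had several and 11721 had none. Symbols were brought to current names through the Entrez identifier for 41037 probe sets. The 22980 probe sets with the highest larger signal were taken as detected, which sets the detection level at 24.1. For a probe set below this level on 1 array, the fold was computed against the level and is a lower bound. Counts at 2-fold use the deposited ratios, and counts by lower bound use this fold. A gene was represented by its brightest detected probe set with that symbol alone.
Ratios are AA6 over BD3, with thresholds of 2 and 0.5. Since each clone has 1 array, no p-value was computed. Instead, the median log2 ratio of each list was placed among those of 10000 random lists of the same size, matched on mean signal in 20 bins (2000 for the alternatives), and called higher or lower outside the 1st to 99th percentile. This describes 2 arrays and does not extend to other clones. Lists were 40 in number and were written before the deposited values were examined, including those of genes that the paper names. The ChIP genes, the qRT-PCR genes and the preeclampsia modulators among them were picked by the paper from these arrays. Genes named in the text are those the paper names, the 12 highest and 12 lowest genes with a larger signal above 114 and all detected probe sets going the same way, and up to 2 highest and 2 lowest genes beyond 2-fold per list; others are said to be named after their values were seen. Values in the paper's tables, which include ratios of these 2 arrays, had been seen when this rule was written. Correlations with the placental ratios of Tables S2a and S2b are Pearson and Spearman across genes, with the central 95% of 10000 random pairings.
Simulated data were made by shuffling the log2 ratios of these arrays between genes of like signal. Unchanged lists, drawn from them at random, lay inside the percentile range in 95.5% to 98% of cases. A shift of 0.5 in log2 was found in 58% of lists of 15 genes and 92% of lists of 30. These lists do not show how often lists of genes that vary together leave the range. A 4-fold difference added to 200 genes took 93.5% of them to a ratio of at least 2, and a 2-fold difference 41%. Of the genes left as they were, 6.82% had such a ratio. Their ratios are the observed ones, so real differences between the clones stay among them and 6.82% is not a false positive rate.
The alternatives were no detection filter, both arrays at the detection level, the brightest 11490 probe sets, centred log2 ratios, quantile normalization, an offset of 50, the median over a gene's probe sets, and for single results a 3-fold threshold, counting by gene, and other choices of the genes of Table S2. Other ways to choose probe sets for Table S2a were added after seeing the data. The size of a move that counts was first 1 SD of random medians, was widened for a time after values were seen, and was set back to 1 SD. Probe sets with several symbols were left out of gene values, and 48 rows of Table S2a and 77 of Table S2b had no detected probe set of their own. The placental arrays were not analysed. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.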

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

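Of the tests reported here, those on the other genes of chromosome 19, on the ZNF genes with both arrays at the detection level, on rows of genes with 1 probe set and on the probe sets nearest to the printed ratios were chosen only after the result was seen. The gene lists and chromosomes of the next paragraph were picked out because their median log2 ratio AA6 over BD3 lay outside the 1st to 99th percentile of random lists matched on signal. The paper discusses some of their genes, such as EBI3, ENG and CGA, and reports that genes induced by hypoxia correlate with induction in the STOX1 clone. The ZNF genes and the correlation with preeclampsia are results of the paper, and were weighed for that reason and not by this rule.
Among gene lists, HIF targets had a median of 0.64, preeclampsia placenta markers 1.05, placental hormones of the syncytiotrophoblast 0.67, cholesterol synthesis 0.36, the unfolded protein response 0.21 and the cytosolic ribosome 0.070. Amino acid transporters had -0.77, the mitochondrial ribosome -0.38 and oxidative phosphorylation -0.20. Of the 23 detected genes of the unfolded protein response, 1 was at least 2-fold higher (DDIT3, 115 in AA6 and 48.6 in BD3) and 2 at least 2-fold lower (CRELD2 and SDF2L1). Among chromosomes, 9 had a median of 0.20, 4 of 0.057 and 10 of 0.025, and chromosomes 11 (-0.14), 16 (-0.21), 17 (-0.16), 19 (-0.12), 20 (-0.16) and 22 (-0.22) were lower. Apart from a gained segment of chromosome 9, no biological explanation of these medians was tested, since the 2 arrays differ in clone and in STOX1 together. The poly-A controls also differed, with median log2 ratios of -0.33 at their 3′ ends and -0.75 at their 5′ ends. No test of these medians took this into account.
The ZNF genes had a median log2 ratio of 0.15, at percentile 100 of random lists matched on gene length, which argues against gene length as the cause. A shift of chromosome 19 as a whole would leave the ZNF genes off that chromosome inside the range, and they were, at 0.020 and the 85.7th percentile. The other 615 genes of chromosome 19 had a median of -0.20, below all random lists matched on signal. Those lists were not matched on gene density, with which chromosome medians decreased (Spearman rho -0.736). Chromosome 19 is the densest, at 46.1 annotated genes per Mb, so this cannot decide on a shift that its other genes share. Noise of dim probe sets would leave the brighter ZNF genes inside the range, and the 62 ZNF genes brighter than the median gene were, at 0.094 and the 94.2th percentile, but that range reaches 0.157, above the median of all ZNF genes, so 62 genes are too few and this cannot be told apart. With both arrays required to reach the detection level, the 258 ZNF genes left had a median of 0.12, at percentile 100, which argues against signals below that level as the whole cause. A gained segment that holds the ZNF clusters of chromosome 19 and an effect of STOX1 on these genes stay open and untested.
Genes of chromosome 9 had a median 0.26 above that of all genes. Across the other 22 chromosomes the medians decreased with gene density (Spearman rho -0.736), and chromosome 9 lay 3.82 SD above that line, which argues against a trend with gene density as the cause. In chromosome order, 7 of 10 neighbouring blocks of its genes, from DOCK8 to SLC25A25, were above the 99th percentile, and the other 3 blocks were between the 78.1th and 91.0th. A gained segment of chromosome 9 in AA6, or a lost 1 in BD3, may give this, and no DNA was measured. An effect of STOX1 on the genes of chromosome 9 was not tested.
The correlation with preeclampsia was 0.0262 from the deposited signals over 217 rows. From the ratios printed in Table S2a it was 0.295 over 265 rows and 0.228 over the 217 rows. As the whole cause, a choice of the probe set by the direction in preeclampsia would leave no correlation among genes with 1 probe set. Their r of 0.255 over 40 rows lay inside the random range. That range reaches 0.305, above the r over all rows, so 40 rows are too few for this test to decide. In these 40 rows the deposited signals gave r = 0.107, and induced rows had a median log2 ratio of -0.04 deposited and 0.45 printed. The 9 repressed rows among the 40 had a median of 0.25 deposited and 0 printed. No probe set could be chosen there, so a choice of probe set is not the only way in which printed and deposited ratios differ. As part of the cause, such a choice would bring the printed ratios of induced rows nearest to the highest probe set. They were so in 81.5% of the 119 induced rows with several probe sets and in 39.1% of 23 such repressed rows. The difference was 42.4 percentage points, and choosing at random would give 38.8% of repressed rows. The 23 repressed rows are few. In Table S2b the printed ratios were nearest to the lowest probe set in 66.7% of rows in both directions, a preference that does not follow the direction. Printed ratios that differ as in the 40 rows would also bring induced rows nearest to the highest probe set, with no choice made. These shares therefore cannot tell such a difference from a choice of probe sets that goes with the direction. Whether such a choice contributes to the correlation stays open, and the paper's text does not name how a probe set was chosen.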

How the results depend on the processing

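The alternatives below were set before the data were examined, except the last 4 ways of choosing probe sets for the correlation with preeclampsia, which were chosen after seeing the data. With no replicates, a median counted as moved when it differed by more than 1 SD of the medians of random lists, and a count when it differed by over 1.5 times. No paired analysis was possible because each group holds 1 array. Of the medians outside the 1st to 99th percentile, those of HIF targets (0.53 to 0.71), cholesterol synthesis (0.32 to 0.42), amino acid transporters (-0.78 to -0.46), the mitochondrial ribosome (-0.38 to -0.30), the paper's ChIP genes and preeclampsia modulators (0.80 to 1.11) and chromosomes 4, 9, 11, 16, 17, 19 and 22 stayed outside it in the same direction under all 7 alternatives. The others did so under 6 of 7 (the unfolded protein response, cytosolic ribosome, oxidative phosphorylation and, by gene, ZNF), 5 of 7 (preeclampsia markers and chromosome 20) or 4 of 7 (placental hormones and chromosome 10). Some medians inside it moved outside under an alternative. With no filter these were those of interferon response (-0.50), cell cycle (-0.32) and chromosome 21, below it, and of endothelial markers (0.93), above it. With the brightest 11490 probe sets they were antioxidant genes, below, and glycolysis (0.16), above, and with the median over probe sets cell cycle, below, and glycolysis (0.19), above. With the offset of 50 they were the ARMCX, BEX and TCEAL families (-0.34), below, and endothelial markers (0.62), above. With both arrays detected they were the qRT-PCR genes, above. That filter leaves 8 of these 14 genes and takes out the 4 repressed ones, each below the detection level in AA6. By gene, the ZNF median under the brightest 11490 probe sets was 0.07, at the 91.5th percentile. Chromosome 10 was the only called median to reverse its sign, with no filter and with the brightest probe sets. The values that moved follow, and the cause was not tested except where fewer probe sets or a higher threshold lower a count by construction.
With no detection filter, 8700 probe sets had a ratio of at least 2 and 9955 a ratio of at most 0.5. Family medians were 0.14 for the wider zinc finger list. Family counts higher were 217 for ZNF, 276 for the wider zinc finger list, 12 for Forkhead, 38 for Homeobox and 10 for SOX. Family counts lower were 134 for ZNF, 177 for the wider zinc finger list, 22 for Forkhead, 72 for Homeobox, 12 for SOX and 6 for TATA. List medians were 0.33 for syncytiotrophoblast hormones, 0.36 for preeclampsia placenta markers, -0.16 for eicosanoid synthesis, -0.087 for NRF2 and antioxidant, -0.46 for amino acid transporters, -0.16 for cancer-testis antigens, 0.20 for leukocyte markers and 0.31 for pluripotency and germ cell. Chromosome medians were -0.092 for 1, -0.066 for 6, 0.11 for 9, -0.028 for 10, -0.15 for 16, -0.13 for 17 and -0.23 for 21.
With both arrays required to reach the detection level, 860 probe sets had a ratio of at least 2 and 787 a ratio of at most 0.5. Family medians were 0.15 for ZNF, 0.12 for the wider zinc finger list, -0.00196 for Forkhead and -0.050 for Homeobox. Family counts higher were 32 for ZNF, 48 for the wider zinc finger list, 1 for Forkhead, 0 for Homeobox and 1 for TATA. Family counts lower were 9 for ZNF, 13 for the wider zinc finger list, 2 for Forkhead, 7 for Homeobox, 0 for SOX and 1 for TATA. List medians were 1.58 for the qRT-PCR genes, 0.36 for syncytiotrophoblast hormones, -0.15 for eicosanoid synthesis, -0.17 for cancer-testis antigens and 0.17 for leukocyte markers. 5 of the 8 ChIP genes were at least 2-fold higher. 3 of the 8 qRT-PCR genes with a stated direction passed 2-fold that way. The correlation with preeclampsia was 0.121.
With the brightest 11490 probe sets, 582 probe sets had a ratio of at least 2 and 510 a ratio of at most 0.5. Family medians were 0.13 for ZNF, 0.11 for the wider zinc finger list, 0.34 for Forkhead and 0.054 for TATA. Family counts higher were 16 for ZNF, 26 for the wider zinc finger list, 1 for Forkhead, 0 for Homeobox and 0 for TATA. Family counts lower were 5 for ZNF, 8 for the wider zinc finger list, 1 for Forkhead, 4 for Homeobox, 0 for SOX and 1 for TATA. List medians were 0.48 for the qRT-PCR genes, 0.31 for syncytiotrophoblast hormones, 1.39 for preeclampsia placenta markers, 0.56 for eicosanoid synthesis, -0.42 for NRF2 and antioxidant, -0.025 for cancer-testis antigens and 0.17 for leukocyte markers. Chromosome medians were 0.25 for 9 and -0.00193 for 10. The correlation with preeclampsia was 0.156. Direction counts were 10 (opposite direction, past 1.8).
With log2 ratios centred on their median, family medians were 0.25 for ZNF and 0.23 for the wider zinc finger list. List medians were 0.13 for cytosolic ribosome and -0.14 for oxidative phosphorylation. Chromosome medians were -0.00878 for 1, 0.031 for 2, 0.00993 for 3, 0.11 for 4, 0.060 for 5, 0.031 for 6, 0.014 for 7, 0.029 for 8, 0.26 for 9, 0.082 for 10, -0.079 for 11, 0.011 for 12, 0.078 for 13, 0.065 for 14, 0.035 for 15, -0.15 for 16, -0.10 for 17, -0.065 for 19, -0.10 for 20, -0.16 for 22 and 0.019 for X.
With quantile normalization of the 2 arrays, family medians were 0.25 for ZNF and 0.21 for the wider zinc finger list. List medians were -0.30 for mitochondrial ribosome and 0.015 for cytosolic ribosome. Chromosome medians were -0.028 for 1, 0.019 for 2, -0.013 for 3, 0.036 for 5, 0.00548 for 6, -0.00101 for 7, 0.013 for 8, 0.26 for 9, 0.069 for 10, -0.096 for 11, -0.013 for 12, 0.053 for 14, 0.021 for 15, -0.12 for 17, -0.088 for 19, -0.11 for 20 and -0.17 for 22.
With an offset of 50 added to both arrays, 270 probe sets had a ratio of at least 2 and 252 a ratio of at most 0.5. Family medians were 0.11 for ZNF, 0.096 for the wider zinc finger list and -0.081 for Homeobox. Family counts higher were 6 for ZNF, 11 for the wider zinc finger list, 0 for Forkhead, 0 for Homeobox and 0 for TATA. Family counts lower were 4 for ZNF, 6 for the wider zinc finger list, 0 for Forkhead, 3 for Homeobox, 0 for SOX and 0 for TATA. List medians were 2.11 for the ChIP genes, 0.27 for syncytiotrophoblast hormones, 0.44 for preeclampsia placenta markers and -0.17 for cancer-testis antigens. Chromosome medians were 0.15 for 9, -0.096 for 11, -0.15 for 16, -0.12 for 17, -0.086 for 19, -0.11 for 20 and -0.15 for 22. The log2 ratios of the STOX1 probe sets were -0.32 and 0.050, which carry no meaning as both lie below the detection level on both arrays. 2 of the 5 preeclampsia modulators passed 2-fold the stated way. The correlation with preeclampsia was 0.0969. Direction counts were 1 (opposite direction, past 2), 20 (same direction, past 1.8) and 7 (opposite direction, past 1.8).
With the median over the detected probe sets of a gene, and families counted as genes, family medians were -0.53 for Forkhead. Family counts higher were 42 for ZNF, 54 for the wider zinc finger list, 0 for Forkhead, 0 for Homeobox and 0 for TATA. Family counts lower were 13 for ZNF, 19 for the wider zinc finger list, 8 for Homeobox and 1 for SOX. List medians were 0.36 for preeclampsia placenta markers, -0.058 for apoptosis, -0.36 for cell cycle, -0.26 for extracellular matrix and -0.26 for oxidative phosphorylation. Chromosome medians were -0.11 for 1, -0.078 for 12, -0.26 for 16 and -0.099 for X.
At 3-fold, 525 probe sets were higher and 583 lower, and by gene 740 genes had a ratio of at least 2 and 783 a ratio of at most 0.5 (504 and 450 when an array below the detection level is raised to it). The correlation with preeclampsia was -0.0834 over repressed rows alone, -0.0437 without the 3 most different rows and 0.295 with the ratios printed in Table S2a. That with gestational age was 0.0726 over rows higher and -0.162 over rows lower in that comparison, and 0.0189 with the printed ratios. Chosen after seeing the data, the correlation with preeclampsia was 0.211 with the highest probe set for induced and the lowest for repressed rows, -0.127 with the opposite choice, 0.144 with the probe set nearest to the printed ratio, and 0.107 over rows of genes with 1 probe set.
The log2 ratio had an SD of 1.11 among the dimmest 5745 detected probe sets and 0.58 among the brightest 5745. Background was not measured.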

Differences from the paper's values

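The alternatives named here were set before the data were examined, except where stated. Counts are at the paper's thresholds of ratio, but the paper's detection calls were not used here.
The number of repressed probe sets was 1802, and the paper's is 1018. It came within 1.5 times the paper's with both arrays required to reach the detection level (787) and by gene (783), and did not with the other 6 alternatives.
For the families of Table 1, 67 ZNF probe sets were induced against the paper's 127, and none of 7 alternatives came within 1.5 times. Forkhead had 2 induced against the paper's 4, with 3 after centring and outside that range with the other 6. Homeobox had 1 induced against the paper's 4, outside with all 7, and 14 repressed against the paper's 8, within with both arrays above the detection level (7) and with the median over probe sets, which counts genes (8), and outside with the other 5. By gene with the brightest probe set it was 9. SOX had 2 repressed against the paper's 0, with 0 when both arrays had to reach the detection level, with the brightest 11490 probe sets and with the offset of 50, and outside with the other 4. TATA had 2 induced against the paper's 1, with 1 when both arrays had to reach the detection level and outside with the other 6. The totals in Table 1 are those that the paper calls transcripts in its text and genes in the legend of Figure 1. Whether the families were counted as genes or as probe sets is not stated. Probe sets were counted here, except that the alternative with the median over probe sets counts genes. Of the unchanged members, only ZNF was over 1.5 times apart, with 376 against the paper's 774, within with no filter (671) and outside with the other 6. With these, the ZNF family had 464 members here and 927 in Table 1, of which 14.4% were induced here and 13.7% there, and 4.53% repressed here and 2.80% there. The other families had 31 (Forkhead), 75 (Homeobox), 13 (SOX) and 56 (TATA) members here against the paper's 38, 75, 12 and 44. Induced were 6.45% of Forkhead (paper 10.5%), 1.33% of Homeobox (paper 5.33%) and 3.57% of TATA (paper 2.27%), and repressed 19.4% of Forkhead (paper 10.5%), 18.7% of Homeobox (paper 10.7%), 15.4% of SOX (paper 0%) and 5.36% of TATA (paper 6.82%). Its column of p-values holds a value above 1 for SOX.
Among the ChIP genes, S100A4 was 11.0-fold higher against the paper's 19, TMEM45A 5.10-fold against the paper's 15 and ARRDC3 9.35-fold against the paper's 15, and none of 7 alternatives came within 1.5 times for any of them. ALOX5 and PLCB1 are not counted as different because the lower bounds of 5.37 and 3.80, at a detection level set by rank, decide. Their raw ratios are 21.9 against the paper's 13 and 4.72 against the paper's 11, over 1.5 times apart, and the use of bounds was settled after these ratios were seen.
The Pearson r with preeclampsia was 0.0262 over 217 rows and the paper's is 0.295 over 265 rows. It reached the paper's with the clone ratios printed in Table S2a over 265 rows, which gave 0.228 over the 217 rows. None of the other 11 alternatives reached it, and they gave from -0.0834 to 0.156. With the highest probe set for induced and the lowest for repressed rows, chosen after seeing the values, r was 0.211 over the 217 rows. The r with gestational age was -0.0629 and the paper's is 0.02. It came within its spread and had the paper's sign over rows higher in that comparison alone (0.0726) and with the ratios printed in Table S2b (0.0189). With the median over probe sets it was within the spread but of the opposite sign (-0.0277), and with the other 9 alternatives it was outside.
The direction counts of Table S3 rest on 265 rows in the paper and on 217 in the main setting here, so they are not over the same rows. At the first threshold 24 rows of Table S2a went the same way against the paper's 59. It was 31 rows at the second against the paper's 77 and 50 rows at the third against the paper's 95. None of 7 alternatives came within 1.5 times. The opposite way went 12 at the first threshold against the paper's 7, within 1.5 times with both arrays above the detection level (8), the brightest 11490 probe sets (8) and the median over probe sets (9) and outside with the other 4. At the second threshold it was 16 against the paper's 8, within with those 3 (11, 10 and 12) and with the offset (7) and outside with the other 3. The ratios printed in Table S2a give 59, 77 and 94 the same way and 6, 7 and 20 the opposite way.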

Other observations

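Counts by lower bound are those left at 2-fold when an array below the detection level is raised to it. SDHA, a subunit of succinate dehydrogenase and the reference gene of the paper's qRT-PCR, was at 445 in AA6 and 787 in BD3, in a probe set that may also bind related sequences. The 70 detected genes of oxidative phosphorylation, SDHA among them, had 56 members lower in AA6 and none past 2-fold, and their median, -0.20 as deposited, was -0.14 with centred log2 ratios. Of 11 genes commonly used as references, none passed 2-fold, and their median was 0.12.
Of 33 cell cycle genes, 25 had a log2 ratio below 0. A ratio of at most 0.5 was found for 4, among them CCND3, the gene of cyclin D3 (1093 in AA6 and 3391 in BD3). TOP2A, a topoisomerase of dividing cells, was the only gene of the list with a ratio of at least 2 (1273 and 557). Within TGF-beta and activin signalling, 5 of 25 genes had a ratio of at least 2 and 3 a ratio of at most 0.5 (2 by lower bound). The receptor TGFBR1 was at 552 and 122 and the activin binder FSTL3 at 845 and 256, while follistatin, FST, was at 244 and 909. The families ARMCX, BEX and TCEAL, most of them on the X chromosome, had 5 of 14 genes at a ratio of at most 0.5 (4 by lower bound) and none at least 2. Of 16 interferon response genes 4 had a ratio of at least 2 (2 by lower bound), among them IFIT1, at least 3.14-fold, and 1 was lower, IFITM1 (94.6 in AA6 and 194 in BD3). The medians of these 4 lists lay inside the 1st to 99th percentile of random lists in the main setting, but below it for the cell cycle with no filter (-0.32) and with the median over probe sets (-0.36), for interferon response with no filter (-0.50) and for the ARMCX, BEX and TCEAL families with the offset of 50 (-0.34). Inside it were also those of glycolysis (0.16, above it with the brightest 11490 probe sets and with the median over probe sets), eicosanoid synthesis (0.17), apoptosis (0.11), the extracellular matrix (-0.06), trophoblast fusion (-0.19), imprinted genes (-0.05), cancer-testis antigens (-0.44), aminoacyl-tRNA synthetases (-0.05) and pluripotency (-0.17).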
